A study of Homo sapiens with 6 samples. Its data were reported in "MicroRNA and mRNA Transcriptome Profiling in Primary Human Astrocytes Infected with Borrelia burgdorferi" (2017).

How the data were processed

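Small RNA was sequenced from primary human astrocytes, cells taken from tissue rather than from an immortal line, that were grown alone or together with live *Borrelia burgdorferi* (*Bb*). MicroRNAs are short RNAs cut from one or both arms of a hairpin precursor, and the suffixes 5p and 3p name the arm. There were 6 libraries in 3 groups of 2, namely untreated cells at 24 h, infected cells at 24 h and infected cells at 48 h. Groups and replicate numbers were taken from the sample labels.

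The authors isolated the microRNA fraction, prepared small RNA libraries with adapters ligated to both ends, selected the microRNA band on a gel and sequenced single-end reads on an Illumina MiSeq. Per their methods, reads were trimmed with Cutadapt, reads outside a length window or of low quality were removed, and the rest were mapped to the human genome (hg19) with Bowtie and to known miRBase precursors with the quantifier of miRDeep2. The deposited table holds raw counts of reads per mature microRNA for the 6 libraries, with no normalization. The ligation step and the gel selection can favour some sequences over others, so counts of different microRNAs within a library were not compared as molar amounts. Reads that fit several precursors are counted for each of them by such a procedure. Of the microRNAs tested, 18 shared all 6 counts with another and formed 8 groups, among them hsa-miR-199a-3p with hsa-miR-199b-3p, and these cannot be separated. PCR copies were not collapsed by molecular identifiers, so intervals and limits given for counts cover counting error only.

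The table listed 2588 mature microRNAs, of which 1204 had a count in at least 1 library. Total counts per library lay between 1316689 and 2181384. These totals are reads assigned to microRNAs and not all reads sequenced. A count of 0 in the smallest library allows up to 2.28 CPM (3 counts), and in the largest up to 1.38.

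Counts were analysed with edgeR 4.0.16 in R 4.3.3. MicroRNAs were kept with filterByExpr (minimum count 10, minimum total count 15), which left 470 that held over 99.9% of the counts of every library. Library sizes were scaled with TMM factors, a single model of the 3 groups was fitted to all 6 libraries, and the groups were compared with the quasi-likelihood F test. The methods of the study name edgeR but not its test. The fit had 3 residual degrees of freedom and 42.3 prior degrees of freedom, and the common biological coefficient of variation was 0.155. The Benjamini-Hochberg adjustment was taken over the 470 microRNAs, and a microRNA at an adjusted p below 0.05 is referred to as changed. A 4-fold change is an absolute fitted log2 fold change of 2 or more in addition. Standard errors of log2 fold changes were obtained from the fold change and its F statistic. Values per group are TMM-normalized CPM, given as mean ± SD. Replicates of each group differed far beyond sampling noise (chi-square per degree of freedom 89.2 in untreated cells, 49.6 at 24 h and 84.9 at 48 h), so no library was a copy of another.

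Individual microRNAs were named by a rule set before the data were examined. For each of the 3 comparisons it took the 3 changed microRNAs with the smallest p among those higher and the 3 among those lower. To these it added 9 microRNAs that the study names and any changed member of the HOX-cluster list. Before the data were examined, 9 lists of microRNAs were also written down. They held microRNAs of the HOX clusters, of the imprinted 14q32 cluster and linked to inflammation, which were tested as sets with camera (limma 3.58.1, correlation between microRNAs 0.01, two-sided), and microRNAs typical of muscle, of smooth muscle and fibroblasts, of neural cells, of blood, of liver and of pluripotent cells, which served as markers of other cells. The 26 microRNAs that the study sets beside their target genes were compared by exact mature name.

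Hairpins were matched by name to the GENCODE annotation of GRCh37, the assembly also called hg19. A hairpin was found for 413 of the 470 microRNAs tested (87.9%) and for 13 of the 19 named. Coordinates are 1-based.

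The procedure was tested on simulated data drawn from the means, library sizes and dispersions of these libraries, with 200 microRNAs changed. At a simulated 2-fold change (log2 of 1), 75.9% of the changed microRNAs tested were recovered for 24 h against untreated among 455 microRNAs, and 72.8% for 48 h against untreated among 451. At 4-fold, 99.5% and 97.9% were recovered among 442 and 456 microRNAs, and at most 2.11% of calls were false in any of these simulations. As many microRNAs were raised as lowered in them, so these rates do not cover errors of scaling when changes in the 2 directions are unequal. In 50 simulations with no change, at most 1 microRNA was called in any comparison. In the same simulations camera gave a p below 0.05 at 24 h in 5 for the 14q32 list, 4 for the HOX-cluster list and 3 for the inflammation-linked list, and at 48 h in 0, 2 and 0. Each microRNA was drawn independently, so these counts do not cover correlation between the members of a list.

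The alternatives tried were 3 other scalings (DESeq2 size factors, total counts, upper quartile), 3 other filters on low counts (none, more than 1 CPM in 2 libraries, 50 counts in sum), the edgeR likelihood ratio test, the DESeq2 1.42.0 Wald test, limma-voom, fits of only the 4 libraries compared, a replicate block, omission of the 10 most abundant microRNAs, thinning to the smallest total, omission of each library in turn, and for sets the fry test and camera with an estimated correlation. A combination of the filter at 1 CPM with the likelihood ratio test, and a correction of each library for hairpin GC content, were added after the data had been seen. The former was chosen to approximate the analysis of the study, with the number of microRNAs tested there worked out from the relation of its p values to its adjusted p values. The unadjusted p of 0.01 or below that the study states for its list was also applied, with the 4-fold limit, to this combination and to the fit described above, likewise after the data had been seen. The messenger RNA measurements of the study were not used here.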

Results

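To learn whether *Bb*, the spirochete that causes Lyme disease, alters microRNA levels in astrocytes, the star-shaped support cells of the brain, small RNA libraries from untreated cells and from cells infected for 24 h or 48 h were compared. Each group had 2 libraries. Total microRNA counts were 1679007 and 1316689 in untreated cells, 2042953 and 1599711 at 24 h, and 1840740 and 2181384 at 48 h. Untreated cells were collected at 24 h only. The comparison of 48 h with untreated cells therefore contrasts infection and additional time in culture together.

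Between 801 and 921 microRNAs had at least 1 count in a library. The 10 most abundant microRNAs of each library held 59.2% to 61.8% of its counts in untreated cells and at 24 h. At 48 h they held 66.2% (95% Wilson interval 66.1% to 66.3%) in replicate 1 and 69.0% (68.9% to 69.0%) in replicate 2. The most abundant microRNA was hsa-miR-21-5p in 5 of the 6 libraries and hsa-miR-27b-3p in untreated replicate 1. TMM factors were 1.07 and 1.102 in untreated cells, 1.16 and 1.15 at 24 h, and 0.859 and 0.737 at 48 h. With total counts alone as the scale, the median log2 change of the tested microRNAs would be 0.09 at 24 h and -0.41 at 48 h relative to untreated cells, and -0.54 from 24 h to 48 h. All changes below are relative to the TMM scale.

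Replicates resembled each other more than they resembled the 48 h libraries. Across the 470 microRNAs, which are not independent replicates, Spearman correlations of log2 CPM within groups were 0.978 in untreated cells, 0.983 at 24 h and 0.984 at 48 h. Between untreated and 24 h libraries they lay between 0.968 and 0.978. Between untreated and 48 h libraries they lay between 0.921 and 0.944, and between 24 h and 48 h libraries between 0.937 and 0.938. The mean correlation within groups exceeded that between groups by 0.0339, and by 0.0567 when only the 100 most abundant microRNAs were used.

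The first comparison asked which microRNAs had changed after 24 h of infection. There were 5 changed microRNAs among the 470 tested, 2 higher and 3 lower, and 48 had an unadjusted p below 0.05. Among other settings it was 1 under total-count scaling, under the DESeq2 Wald test and in the fit of the 4 libraries compared, and 16 after thinning and without the 10 most abundant microRNAs. It was 1 without untreated replicate 1, without 24 h replicate 1 and without either 48 h library, 2 without 24 h replicate 2, and 20 without untreated replicate 2. Only hsa-miR-4792 passed 4-fold. Its normalized CPM were 182 ± 41.4 (SD, n = 2) in untreated cells and 4.83 ± 0.868 (SD, n = 2) at 24 h, from raw counts of 380 and 221 against 10 and 10. The log2 fold change was -5.24 (SE 0.36, adjusted p 4.24e-16). It was lower at 24 h under all 21 alternatives, with log2 fold changes from -5.44 to -4.99 and adjusted p from 4.08e-49 to 0.000336. The hairpin of this microRNA lies on chromosome 3 at 24562853 to 24562926 (GRCh37, minus strand) within an intron of a long non-coding RNA gene, ENSG00000272554, and has a GC content of 73.0%. An 18-nucleotide stretch that starts 1 base before its seed occurs once in the genome, and 4 other sites differ from it by 1 base.

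The other 4 microRNAs changed less. hsa-miR-33b-3p fell by 1.53 on the log2 scale (SE 0.30, adjusted p 0.00193), and hsa-miR-374b-5p fell by 0.97 (SE 0.25, adjusted p 0.0356). hsa-miR-582-3p rose by 1.31 (SE 0.31, adjusted p 0.0175) and hsa-miR-3065-5p by 1.26 (SE 0.30, adjusted p 0.0176). The hairpin of hsa-miR-33b-3p lies in an intron of SREBF1 (chromosome 17, 17717150 to 17717245), that of hsa-miR-582-3p in an intron of PDE4D (chromosome 5, 58999432 to 58999529), and that of hsa-miR-374b-5p in an exon of the non-coding RNA FTX (chromosome X, 73438382 to 73438453). All 4 lost significance under total-count scaling, under the DESeq2 Wald test and in the fit of the 4 libraries compared. All 4 also lost it without untreated replicate 1 (adjusted p between 0.167 and 0.962), without 24 h replicate 1 (0.118 to 0.811) and without either 48 h library (0.183 to 0.313). Without 24 h replicate 2, hsa-miR-582-3p (adjusted p 0.342), hsa-miR-3065-5p (0.322) and hsa-miR-374b-5p (0.372) lost it. Without untreated replicate 1 the log2 fold change of hsa-miR-374b-5p was -0.39.

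The second comparison asked the same after 48 h. There were 177 changed microRNAs, 98 higher and 79 lower, and 215 had an unadjusted p below 0.05. Of these, 19 passed 4-fold, 10 higher and 9 lower. Counting microRNAs with identical counts once left 174. Without untreated replicate 1 the count was 111 and without 48 h replicate 2 it was 85. The numbers changed under other scalings were close to this, but their members differed. With total counts 127 of the 177 were still changed and 50 were not, with upper-quartile factors 28 were not, and none of those changed under both scalings differed in direction. The share of changed microRNAs that were higher was 55.4% with TMM factors, 52.3% with DESeq2 size factors, 39.1% with upper-quartile factors and 25.3% with total counts.

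hsa-miR-143-3p had the smallest p in this comparison. It rose from 2685 ± 155 (SD, n = 2) normalized CPM in untreated cells to 20664 ± 1361 (SD, n = 2) at 48 h, a log2 fold change of 2.94 (SE 0.23, adjusted p 6.34e-14). Its hairpin lies in an exon of the non-coding RNA CARMN on chromosome 5 (148808481 to 148808586, plus strand). Both arms of hsa-miR-135a rose. The 5p arm went from 7.12 ± 4.57 to 80.8 ± 25.4 (SD, n = 2) with a log2 fold change of 3.55 (SE 0.35, adjusted p 8.54e-11), and the 3p arm from 1.87 ± 0.285 to 40.5 ± 0.849 (SD, n = 2) with a log2 fold change of 4.40 (SE 0.45, adjusted p 1.61e-10). The 3p arm had raw counts of 3 and 3 in untreated cells, 2 and 3 at 24 h, and 63 and 66 at 48 h. Hairpins of this name lie on chromosome 3 (52328235 to 52328324) in an intron of GLYCTK-AS1 and on chromosome 12 (97957590 to 97957689) in an intron of RMST, and which of them gave the reads of either arm was not examined.

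Among those lower at 48 h, hsa-miR-122-5p went from 65.6 ± 26.5 to 7.85 ± 0.537 normalized CPM (SD, n = 2), a log2 fold change of -3.07 (SE 0.35, adjusted p 1.54e-09). Its hairpin lies in an exon of MIR122HG (chromosome 18, 56118306 to 56118390). hsa-miR-15b-5p, from an intron of SMC4 (chromosome 3, 160122376 to 160122473), went from 1594 ± 320 to 509 ± 34.5 (SD, n = 2), a log2 fold change of -1.65 (SE 0.22, adjusted p 8.05e-08). hsa-miR-4792 was at 34.3 ± 18.6 (SD, n = 2), still below untreated cells (log2 fold change -2.41, SE 0.28, adjusted p 4.52e-09). These 6 changes kept their direction and their significance under all 21 alternatives.

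**Figure D1:**
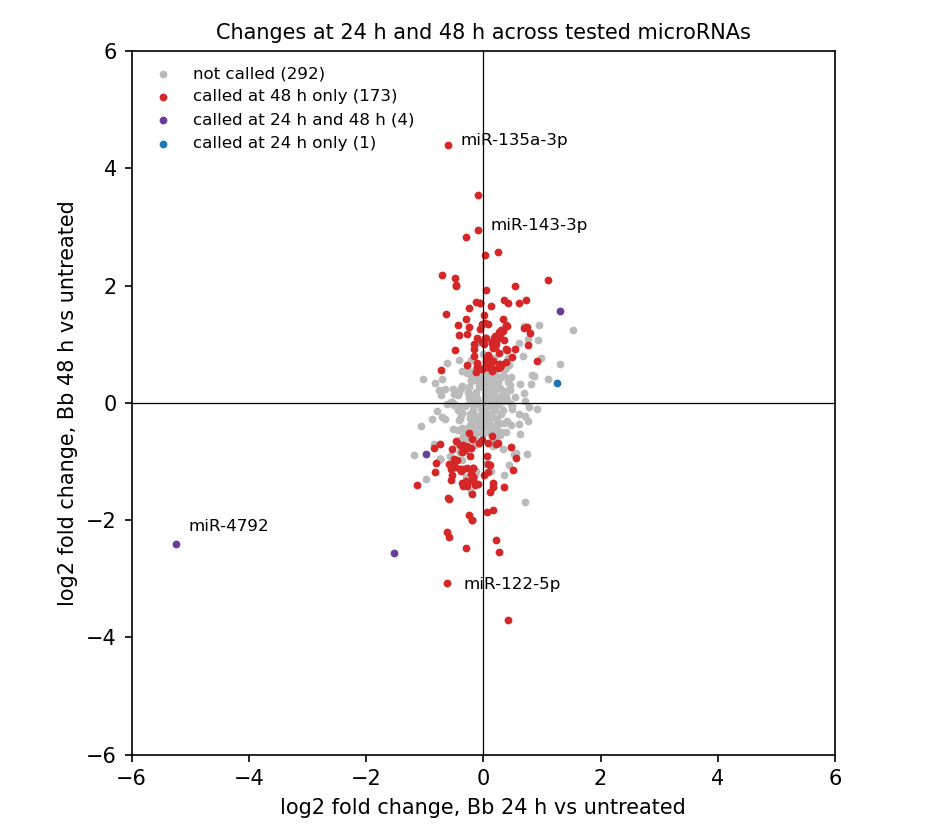
Fitted log2 fold changes against untreated cells at 24 h (x axis) and 48 h (y axis) for the 470 microRNAs tested, each dot 1 microRNA, coloured by whether its adjusted p was below 0.05 at 24 h, at 48 h, at both or at neither. There were 173 microRNAs changed at 48 h only, 4 at both times and 1 at 24 h only, and hsa-miR-4792 lies far to the left of all others.

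Both comparisons used the same untreated libraries. Of the 5 microRNAs changed at 24 h, 4 were also changed at 48 h, in the same direction. Across the 470 microRNAs the log2 fold changes at 24 h and 48 h had a Pearson correlation of 0.299. In 50 simulations with no change the shared untreated libraries alone gave correlations from 0.372 to 0.582 (median 0.517), so the observed value lay below that range. With 1 untreated library left out of both the data and the simulations, the observed correlation was 0.482 without replicate 1 (simulated 0.632 to 0.805) and 0.492 without replicate 2 (0.604 to 0.793), again below the range. It lay within the range simulated for the same setting with no filter on low counts (0.481, range 0.456 to 0.574) and with the filter at 1 CPM under either edgeR test (0.435, range 0.332 to 0.632). The simulations held no change at either time. In the data the median absolute log2 fold change was 0.57 at 48 h and 0.23 at 24 h. Changes present at 48 h only would by themselves lower the correlation, so a value below the range does not show how the changes at the 2 times relate.

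The third comparison asked whether the infected cells differed between the 2 times. There were 160 changed microRNAs, 95 higher and 65 lower at 48 h, and 18 passed 4-fold. Without 24 h replicate 1 the count was 76, without 24 h replicate 2 it was 87 and without 48 h replicate 2 it was 81. The higher share was 59.4% with TMM factors, 55.3% with DESeq2 size factors, 34.5% with upper-quartile factors and 15.6% with total counts. Of the 160, 123 were also changed between 48 h and untreated cells, 122 of them in the same direction. The exception was hsa-miR-4792, which was higher at 48 h than at 24 h (log2 fold change 2.83, SE 0.39, adjusted p 2.18e-07). The smallest p among those higher belonged to hsa-miR-143-3p (log2 fold change 3.04, SE 0.23, adjusted p 2.40e-14), hsa-miR-135a-3p (5.01, SE 0.46, adjusted p 5.13e-12) and hsa-miR-146b-5p (2.48, SE 0.23, adjusted p 5.13e-12). Among those lower they belonged to hsa-miR-122-5p (-2.45, SE 0.35, adjusted p 4.45e-07), hsa-miR-222-5p (-1.64, SE 0.24, adjusted p 5.40e-07) and hsa-miR-7-5p (-1.50, SE 0.22, adjusted p 7.24e-07). The hairpin of hsa-miR-222-5p lies in an intron of MIR222HG (chromosome X, 45606421 to 45606530). For hsa-miR-7-5p there are 3 hairpins of this name, in an exon of HNRNPK on chromosome 9, outside genes on chromosome 15 and in an intron of MIR7-3HG on chromosome 19.

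Several microRNAs named in the study were examined in turn. hsa-miR-146b-5p was at 1574 ± 98.4 normalized CPM in untreated cells, 1138 ± 249 at 24 h and 6361 ± 1274 at 48 h (SD, n = 2), a log2 fold change of 2.01 at 48 h (SE 0.23, adjusted p 1.51e-09). hsa-miR-199a-5p was at 54.1 ± 11.3, 43.96 ± 10.9 and 384 ± 256.2 (SD, n = 2), a log2 fold change of 2.83 at 48 h (SE 0.30, adjusted p 3.68e-10). Its 48 h libraries were far apart, with raw counts of 892 and 325, and both were above the untreated counts of 83 and 90. The 2 hairpins of this name lie outside genes on chromosome 19 (10928102 to 10928172) and in an exon of DNM3OS on chromosome 1 (172113675 to 172113784). hsa-miR-145-5p rose by 2.0 on the log2 scale at 48 h (SE 0.56, adjusted p 0.00408) from raw counts of 4 and 5 to 16 and 20. That change lost significance without untreated replicate 1 (adjusted p 0.0629), without 48 h replicate 1 (0.0503), without 48 h replicate 2 (0.127) and under the DESeq2 Wald test (0.0613), with a range over the alternatives from 0.000585 to 0.127. hsa-miR-146a-5p did not change detectably, with log2 fold changes of 0.11 at 24 h (SE 0.21, adjusted p 0.893) and -0.03 at 48 h (SE 0.21, adjusted p 0.943). hsa-miR-376a-2-5p was too scarce to pass the filter on low counts used here, with 0 counts in untreated cells, 2 and 2 at 24 h, and 3 and 2 at 48 h.

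hsa-miR-155-5p was at 2345 ± 295 normalized CPM in untreated cells, 3255 ± 384 at 24 h and 1389 ± 220 at 48 h (SD, n = 2). The rise at 24 h did not pass the threshold (log2 fold change 0.47, SE 0.21, adjusted p 0.358). The fall at 48 h did (-0.76, SE 0.21, adjusted p 0.0042), although not without untreated replicate 1 (adjusted p 0.0793) or without 48 h replicate 1 (0.119), and its adjusted p ran from 0.000240 to 0.119 over the alternatives. The difference between the infected times was -1.23 (SE 0.22, adjusted p 1.27e-05) and passed the threshold in all 20 alternatives that gave a value.

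**Figure D2:**
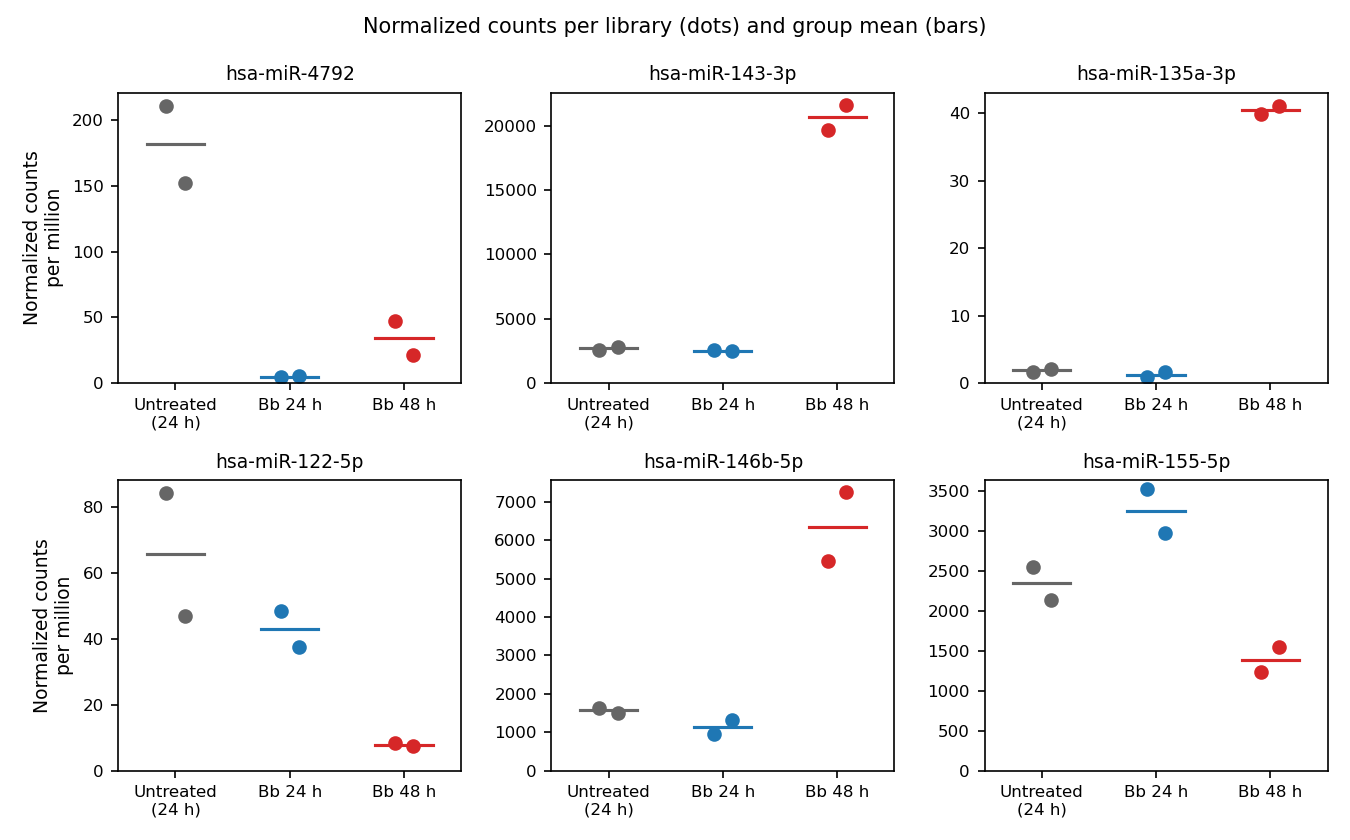
TMM-normalized CPM (y axis, linear from 0, a scale of its own in each panel) of 6 microRNAs in the 2 libraries (dots) and their mean (bar) of each group on the x axis. hsa-miR-4792 was at 182 in untreated cells, 4.83 at 24 h and 34.3 at 48 h, while hsa-miR-143-3p, hsa-miR-135a-3p and hsa-miR-146b-5p stood apart only at 48 h.

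The study lists 26 microRNAs beside their target genes, many of them as the name of a family with a common seed, and only the named member was compared. Of these, 15 passed the filter on low counts. At 48 h, 13 of the 15 were changed over all microRNAs tested and 13 when adjusted over the list alone, each in the listed direction. The study chose this list on the same samples, so the count over the list is not independent evidence. The other 2 tested were hsa-miR-146a-5p and hsa-miR-548a-3p (log2 fold change -0.05, adjusted p 0.936), and the entries of both stand for families, so these values do not speak for the other members. The 11 that were not tested had a mean of at most 5.17 counts per library.

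The study described lower messenger RNA levels of HOX genes, so the microRNAs encoded inside the HOX clusters were examined as a set. Of 10 mature forms, 7 had no count in any library, which allows up to 0.281 CPM over the 6 libraries. The 2 that were tested had a mean log2 fold change of -0.78 at 24 h (camera p 0.00526, adjusted over 6 set tests 0.0105) and -0.07 at 48 h (p 0.990, with a test direction upwards, opposite in sign to the mean). The 24 h result did not hold under fry (p 0.0954), with an estimated correlation (p 0.135) or without untreated replicate 1 (mean -0.46, p 0.0727). Of these, hsa-miR-10a-5p went from 2158 ± 433 to 1304 ± 189 at 24 h and 3176 ± 642 at 48 h (SD, n = 2). It was higher at 48 h than at 24 h (log2 fold change 1.28, SE 0.22, adjusted p 8.58e-06) in all 20 alternatives that gave a value. Its rise over untreated cells at 48 h (0.56, SE 0.22, adjusted p 0.0391) lost significance in 12 of 20 alternatives. Among these were total-count scaling (0.10, adjusted p 0.740) and omission of untreated replicate 2 (0.40, adjusted p 0.257), of 48 h replicate 2 (0.31, adjusted p 0.402), or of either 24 h library (adjusted p 0.0909 and 0.0901), and the lowest adjusted p over the alternatives was 0.0199.

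The 71 tested microRNAs of the 14q32 cluster had a mean log2 fold change of 0.15 at 24 h, with 55 of them higher and none changed on its own (camera p 0.000962, adjusted 0.00289). This held under fry (p 0.0128) and with an estimated correlation (p 0.0247). At 48 h the mean was 0.25, with 44 of 71 higher, 20 changed upwards and 6 downwards (camera p 0.0732, adjusted 0.110). That test passed 0.05 under fry (p 0.00181) and without 48 h replicate 2 (mean 0.26, p 0.0404) but not with an estimated correlation (p 0.108). The mean at 24 h was positive under all 4 scalings, whereas at 48 h it was -0.19 under total counts. The 12 tested microRNAs linked to inflammation had a mean log2 fold change of 0.11 at 24 h (camera p 0.350) and 0.92 at 48 h (camera p 0.000233, adjusted 0.00140), with 9 of 12 higher. At 48 h, 8 were changed upwards and 1, hsa-miR-155-5p, downwards. The 48 h result held under fry (p 0.000975) and with an estimated correlation (p 0.0299), and the mean was positive under all 4 scalings, the lowest being 0.47 with total counts.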

Values the study reported

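The study reported significant changes in 2 microRNAs after 24 h of infection and in 38 after 48 h. In a comparison of isolation methods, 48% of unique reads mapped to microRNAs with the microRNA fraction alone and 18% with total RNA included.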

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

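The GC correction and the comparison of the arms of a hairpin were chosen only after the results had been seen, as was the use of thinning, of other scalings and of the omission of microRNAs or libraries to weigh explanations, although these settings themselves, the set tests, the search for copies of the hsa-miR-4792 sequence and the comparison of neighbouring hairpins were set out beforehand. Every result in this part stands out because the change relative to the same untreated cells differed between 24 h and 48 h, as tested by the direct comparison of the infected times.

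In that comparison 160 microRNAs differed, and against untreated cells 177 were changed at 48 h but 5 at 24 h. Several technical explanations were argued against. With all libraries thinned to the smallest total, 154 microRNAs passed the threshold at 48 h, and 165 did so without the 10 most abundant microRNAs. Over the 3 other scalings the lowest count was 176, which argues against scaling as the cause of the number but not of each member, since 50 of the 177 did not pass with total counts and 28 did not with upper-quartile factors. Between the infected times 64 of the 160 did not pass with total counts. Removal of a trend with hairpin GC content left 153, and omission of any 1 library left at least 85, the lowest without 48 h replicate 2. The GC correction covers only microRNAs matched to a hairpin, so its 153 come from fewer microRNAs than the 177. Bias for single mature sequences in ligation would leave the 2 arms of a hairpin to change independently. The arms of 116 hairpins changed together at 48 h, with a Pearson correlation of 0.516 across hairpins (Spearman 0.402) and a permutation p of 1e-05, the smallest that 100000 permutations can give (adjusted over 3 comparisons 1.5e-05). After the GC correction the correlation at 48 h was 0.466, over 103 hairpins only. Without the correction it was 0.120 at 24 h over the 116 hairpins (permutation p 0.2). Neighbouring hairpins within 10000 bases, 73 pairs, gave a less clear answer. Their correlation was 0.223 at 48 h against untreated cells (Spearman 0.0517, permutation p 0.05, adjusted 0.075), and 0.349 between the infected times (Spearman 0.292, permutation p 0.002, adjusted 0.006), so a bias acting on whole hairpins was not settled for 48 h against untreated cells. Time in culture stays open. There were 0 uninfected libraries at 48 h, and infection and time in culture cannot be told apart in any 48 h comparison. Donor, cell lot and library batch were not examined, so a difference of these between the groups also stays open. An effect of infection is likewise open and untested.

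The named microRNAs that differed between the infected times numbered 15, of which 8 were higher at 48 h than at 24 h and 7 lower. The log2 differences upwards were 5.01 for hsa-miR-135a-3p, 3.64 for hsa-miR-135a-5p, 3.13 for hsa-miR-199a-5p, 3.04 for hsa-miR-143-3p, 2.83 for hsa-miR-4792, 2.48 for hsa-miR-146b-5p, 1.45 for hsa-miR-145-5p and 1.28 for hsa-miR-10a-5p. Those downwards were -2.45 for hsa-miR-122-5p, -1.64 for hsa-miR-222-5p, -1.50 for hsa-miR-7-5p, -1.23 for hsa-miR-155-5p, -1.07 for hsa-miR-15b-5p, -1.04 for hsa-miR-33b-3p and -0.92 for hsa-miR-3065-5p. The difference of hsa-miR-145-5p did not pass the threshold without 24 h replicate 1 (0.78, adjusted p 0.338), without 48 h replicate 1 (1.63, adjusted p 0.106) or without 48 h replicate 2 (1.26, adjusted p 0.240), nor under total-count scaling (0.91, adjusted p 0.163), upper-quartile scaling (1.20, adjusted p 0.0622) or the DESeq2 Wald test (1.40, adjusted p 0.170), and its adjusted p ran from 0.00837 to 0.338 over its alternatives. The differences of hsa-miR-15b-5p, hsa-miR-33b-3p and hsa-miR-3065-5p between the infected times were not examined under the alternatives. Time in culture stays open for each of the 15 differences.

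hsa-miR-4792 was nearly lost at 24 h and partly back at 48 h, and it was the only microRNA that moved in opposite directions in the 2 comparisons of the 48 h libraries when both passed the threshold. The fall at 24 h compares cells collected at the same time. It was -5.16 on the log2 scale after the GC correction and -5.37 after thinning. The smallest fall was -5.15 over the 3 other scalings and -4.99 when 1 library was left out, in that case untreated replicate 1. These values argue against GC content, unequal library size, scaling and 1 aberrant library as its cause. Reads shared with another locus stay open, since 4 other sites in the genome lie within 1 mismatch of its sequence and fragments of another RNA could carry it. So does a difference of donor, cell lot or library batch between the groups, which was not examined. An effect of infection also stays open and is consistent with the low count of 10 in both infected libraries at 24 h.

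hsa-miR-155-5p was lower at 48 h than at 24 h. The smallest difference was -1.26 over the 3 other scalings and -1.03 when 1 library was left out, and each stayed past the threshold, which argues against scaling and against a single library. Time in culture was not separated from infection here.

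The inflammation-linked list as a whole was higher at 48 h than at 24 h, by a mean log2 fold change of 0.81 (camera p 0.000685, adjusted over 3 sets 0.00205; fry p 0.00113; with an estimated correlation p 0.0368). Camera sets the list against the other microRNAs, so scaling hardly moves its p. The mean itself was lowest with total counts, 0.27 (fry p 0.0331), positive but much smaller, so how much of the rise depends on the scaling stays open. The differences of the HOX-cluster list (0.71, p 0.187) and of the 14q32 list (0.10, p 0.779) did not pass the threshold under camera, and the 14q32 list has no settled direction, since fry gave 0.0236 at this mean and 0.0311 with total counts, where the mean was -0.43, and the mean was -0.15 with upper-quartile factors. Within the inflammation-linked list hsa-miR-155-5p went the other way, and time in culture stays open.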

How the results depend on the processing

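All alternatives listed here were set out before the data were examined, except the GC correction, the unadjusted p that the study states for its list, and the combination of a filter at 1 CPM with the likelihood ratio test, the last of which was picked to approximate the study with its values in view. No microRNA was listed more than once, so summing repeated entries was not run. The likelihood ratio test and DESeq2 gave no set tests.

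Apart from the 14q32 list between the infected times, whose mean changed sign between TMM factors and total counts with a fry p below 0.05 under each, no value past its threshold reversed its direction. Among set means short of it, that of 14q32 at 48 h was -0.19 with total counts, that of the HOX clusters at 48 h was 0.25 without untreated replicate 1 and 0.19 without 48 h replicate 1, and that of the inflammation-linked list at 24 h was -0.09 without 24 h replicate 2 and -0.003 without untreated replicate 2. The number changed at 24 h depended on almost every choice, although hsa-miR-4792 was changed throughout. From 5 it went to 15 with DESeq2 size factors, 1 with total counts, 10 with no filter, 14 with a sum of 50 counts, 14 with the likelihood ratio test, 1 with the DESeq2 Wald test, 1 with only the 4 libraries compared, 16 without the 10 most abundant, 16 after thinning, 8 with the combined filter and test and 12 with the GC correction. It ranged from 1 to 20 when each library was left out. The number past 4-fold at 24 h was 2 with no filter and with the combined filter and test, 6 with the combination and an unadjusted p of 0.01 or below, and 1 to 2 when each library was left out.

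The number changed at 48 h stayed within 1.5 times of 177 except when a library was left out, where it ranged from 85 to 162. Past 4-fold it was 29 with no filter, 30 with the filter at 1 CPM and 38 with the combination. Of these, 8, 8 and 16 had been removed by the stricter filter, and 2, 3 and 3 had been tested there without passing. With an unadjusted p of 0.01 or below the number was 34 under the combination and 19 with the filter and test used here. The number changed between the infected times ranged from 76 to 174 when each library was left out. Past 4-fold it was 29 with total counts, 32 with the combination and 29 with the combination and the unadjusted p. Fits without 1 library leave a group with a single library, which is then assumed to vary like the others. Fewer libraries lower the power of these fits.

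The correlation of changes at 24 h and 48 h was 0.481 with no filter, 0.435 with the filter at 1 CPM and 0.435 with the combination, and 0.305 to 0.492 when each library was left out, where sharing 1 untreated library alone raises the correlation, and the cause under the other filters was not tested. The number of listed microRNAs changed at 48 h was 23 with the combination and 17 with its filter alone, which tested 25 of the 26, so the test contributed as well as the filter. The HOX-cluster mean at 24 h was -0.78 with fry (p 0.0954) and with an estimated correlation (p 0.135), and -0.87 with the GC correction (p 0.0876), no longer past the threshold, and it ranged from -1.02 to -0.46 when each library was left out. It rests on 2 microRNAs, except with the GC correction, which left out hsa-miR-10a-5p because no hairpin was found for it. The GC-corrected value is therefore not comparable with the other values of this mean. The 14q32 mean at 48 h passed the threshold with no filter (0.12), with the filter at 1 CPM (0.22) and under fry (0.25), and ranged from 0.23 to 0.32 when each library was left out. The cause was not tested. The excess of within-group over between-group correlation, 0.0339, was 0.0195 with Pearson and 0.0567 with the 100 most abundant microRNAs.

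The replicate numbers were examined as a possible pairing. Deviations of same-numbered libraries correlated at 0.19 between untreated and 24 h and at 0.14 between untreated and 48 h. Between 24 h and 48 h the value was -0.07. These weak values of mixed sign neither establish nor exclude a pairing. With a replicate block the counts of changed microRNAs were 20 at 24 h, 184 at 48 h and 176 between the infected times. Without it they were 5, 177 and 160, so the count at 24 h depended on this choice.

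Of 37 values of named microRNAs with a test, 28 kept their side of the threshold under every alternative that gave a value, and 9 did not. Of the 28, 4 that were short of it changed sign, namely hsa-miR-145-5p, hsa-miR-135a-5p and hsa-miR-146a-5p at 24 h and hsa-miR-146a-5p at 48 h. Over 761 values under alternatives, 703 stayed on their side of the threshold, 57 lost significance, 1 gained it and 0 reversed while past it. The one gained was hsa-miR-146a-5p between the infected times under total counts (-0.67, adjusted p 0.0146, against a highest adjusted p of 0.969). Depth limits low microRNAs most. A microRNA with 0 counts in 1 library may lie anywhere below 1.38 to 2.28 CPM. The filter used here removed hsa-miR-376a-2-5p and 11 of the listed microRNAs. With no filter all 26 listed microRNAs were tested, and with the filter at 1 CPM 25 were.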

Other observations

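The combination of filter and test, the unadjusted p and the pool of lists used to weigh the share of astrocytes were chosen only after the results had been seen, as was the use of total-count scaling to weigh the excess of higher microRNAs, whereas the single alternatives and the marker lists were set out beforehand.

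The number of microRNAs past 4-fold and the threshold was 1 at 24 h. That is lower than the value quoted from the study above. At 48 h the number was 19. That is also lower than the value quoted from the study above. A candidate explanation is the filter on low counts together with the test. With microRNAs kept at more than 1 CPM in 2 libraries and the likelihood ratio test, a combination chosen after the data had been seen, 724 microRNAs were tested and the numbers were 2 and 38. This combination was picked with the values of the study in view, after the filter used here had given 1 and 19 with either test. Those numbers equal the values quoted above, but they rest on the adjusted p. With the unadjusted p of 0.01 or below that the study states for its list, the same combination gave 6 at 24 h and 34 at 48 h, and the filter and test used here gave 1 and 19. Both cut-offs were tried on the combination at the same time, and only the adjusted p gave equal numbers, so the match is weak evidence of how the study was analysed. The study is also not uniform in the number of microRNA libraries per group that it describes, so its numbers may rest on more libraries than the 2 per group here. The alternatives set out beforehand changed 1 choice at a time and gave 29 with no filter and 30 with the filter at 1 CPM, of which 8 in each case had not been tested with the stricter filter. Of the 38, 19 were also past 4-fold with the stricter filter, 16 had not been tested there and 3 had been tested without passing. The 16 had a median of 3.25 counts per library and at most 5.83, so their fold changes rest on very few reads.

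More microRNAs were higher than lower at 48 h relative to untreated cells, and this excess may follow from the choice of scaling. Under total counts 25.3% of the changed microRNAs were higher. The abundant microRNAs took a larger share of the 48 h libraries, and whether the remaining microRNAs fell in absolute terms cannot be read from these counts, which have no external standard.

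The list of microRNAs typical of smooth muscle and fibroblasts stood out among the marker lists. Its 9 tested members had a mean log2 fold change of 1.90 at 48 h (camera p 1.45e-09; fry p 0.00120; estimated correlation p 0.00769) and of -0.13 at 24 h (camera p 0.400), and 8 of the 9 were changed upwards at 48 h. Under all 4 scalings the mean at 48 h was positive, the lowest being 1.46 with total counts. hsa-miR-199a-3p and hsa-miR-199b-3p, with identical counts, are both among the 9. The exception was hsa-miR-214-3p, which had at most 10 counts in any library. Of the 9, 3 are in the list the study drew from these samples, and 6 had 10 or more counts in both untreated libraries, so the untreated cultures expressed most of them. The most abundant member was hsa-miR-143-3p. The means of the other lists at 48 h were 2.13 for muscle with 1 member, 0.01 for neural cells with 9, 0.28 for blood with 2, -0.66 for liver with 3 and -1.12 for pluripotent cells with 2, none with a camera p below 0.05 (the smallest was 0.133), although fry gave 0.00587 for muscle and 0.0262 for liver. The sign of the mean changed under all 3 other scalings for neural cells and under total counts for blood. The median differed in sign from the mean for neural cells (-0.38) and liver (0.48), and the camera test for blood pointed downwards. A lower share of astrocytes would raise the markers of other cells only where such cells were present in the cultures. The 8 tested members of the muscle, blood, liver and pluripotency lists had a mean of -0.19 (standard error of the mean 0.57), against 1.90 (standard error 0.32). Of these 8, 3 of the 4 that were changed were lower, so these lists showed no common rise. Whether cells of those types were present was not measured, so these values do not decide on a lower share of astrocytes. The muscle list was added to this pool only after the first result, a mean of -0.52 over 7 members without it, had been seen, and the addition moved the mean towards 0. More smooth-muscle or fibroblast cells in the 48 h cultures could give the rise of 1.90, but so could a change within the astrocytes during infection or with time in culture, and these cannot be told apart without cell-type measurements.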
